# Coding and noncoding transcriptomes of NODULIN HOMEOBOX (NDX)-deficient *Arabidopsis* inflorescence

**DOI:** 10.1038/s41597-023-02279-9

**Published:** 2023-06-07

**Authors:** Orsolya Feró, Zsolt Karányi, Éva Nagy, Ágnes Mosolygó-L, Henrik Mihály Szaker, Tibor Csorba, Lóránt Székvölgyi

**Keywords:** Gene expression, Plant molecular biology

## Abstract

*Arabidopsis* NODULIN HOMEOBOX (NDX) is a plant-specific transcriptional regulator whose role in small RNA biogenesis and heterochromatin homeostasis has recently been described. Here we extend our previous transcriptomic analysis to the flowering stage of development. We performed mRNA-seq and small RNA-seq measurements on inflorescence samples of wild-type and *ndx1-4* mutant (WiscDsLox344A04) *Arabidopsis* plants. We identified specific groups of differentially expressed genes and noncoding heterochromatic siRNA (hetsiRNA) loci/regions whose transcriptional activity was significantly changed in the absence of NDX. In addition, data obtained from inflorescence were compared with seedling transcriptomics data, which revealed development-specific changes in gene expression profiles. Overall, we provide a comprehensive data source on the coding and noncoding transcriptomes of NDX-deficient *Arabidopsis* flowers to serve as a basis for further research on NDX function.

## Background & Summary

NODULIN HOMEOBOX (NDX) is a specific member of the homeobox family of transcription factors in flowering plants^1,2^, particularly in the *Brassicaceae* family, which includes the genetic model *Arabidopsis thaliana*. Besides its homeobox domain, NDX has two atypical domains called NDX-A and NDX-B, whose molecular functions are less understood. Recent molecular data indicate that NDX regulates the activity of some euchromatic genes in *Arabidopsis thaliana* plants. NDX was shown to interact with the E3 ubiquitin ligase module of the Polycomb Repressive Complex 1 (PRC1), RING1A and RING1B, establishing a functional link between histone H2A ubiquitination (H2Aub) and abscisic acid (ABA)-mediated repressive chromatin signalling^3^. Through the ABA pathway, NDX regulates seed germination and root growth. NDX was also shown to interact with the transcriptional repressor VIVIPAROUS1/ABI3-LIKE (VAL1) (through binding RING1A and RING1B), which regulates the activity of FLOWERING LOCUS C (FLC), a central integrator of the flowering transition in *Arabidopsis*^4^.

In addition to the above functions, NDX exhibits significant binding affinity to different nucleic acid substrates^3,5^. NDX was shown to bind to an R-loop structure at the 3′-end of FLC, which serves as a promoter for antisense (*COOLAIR*) transcription. *COOLAIR* is a set of antisense long noncoding RNAs that act as a repressor of FLC. The association of NDX and *COOLAIR* suggested a model in which *COOLAIR* transcription was repressed by NDX-mediated R-loop stabilization, which in turn altered FLC expression and flowering time.

Recent genomic data challenged the idea that NDX acts as a general R-loop regulator that controls the formation of chromosomal R-loops throughout the *Arabidopsis* genome. Instead, NDX appears to be linked to heterochromatin function by regulating the activity of heterochromatic siRNAs (het-siRNAs) and non-CG DNA methylation pathways at pericentromeric regions^6^. This observation is consistent with earlier data showing that NDX coincides with a heterochromatic patch of H3K9 dimethylation and Pol IV-dependent siRNA transcripts within the FLC terminator/*COOLAIR* promoter region^5,7^, linking NDX to heterochromatin function.

The molecular phenotype supporting the role of NDX in heterochromatin homeostasis was identified in genomic data of 10-day-old seedlings, however, similar functional studies were not performed in other stages of plant development. In particular, there is a lack of transcriptome data in *Arabidopsis* inflorescence, which awaits to be generated to understand the effect of NDX on the expression of flowering-related coding and noncoding RNAs. Herein, we extend our transcriptomic measurements to the flowering stage and present novel mRNA-seq and small RNA (sRNA)-seq data on inflorescence tissues of wild-type and *ndx1-4* T-DNA insertion mutant (WiscDsLox344A04) plants (Fig. 1). Our analysis identified specific sets of genes differentially expressed in *ndx1-4*, as well as noncoding heterochromatic siRNA (het-siRNA) loci whose activity was significantly changed in the absence of NDX. Transcriptomic data obtained from inflorescence were also compared with previously published seedling data^6^, highlighting development-specific changes in gene expression profiles.

**Fig. 1:**
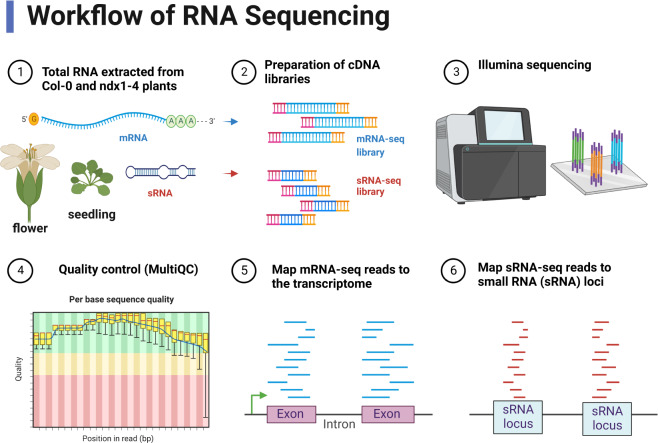
General workflow of mRNA-seq and sRNA-seq experiments performed in *Arabidopsis thaliana*. Two different tissue types were analysed: flowers and seedlings. The seedling data were published in ref. ^6^, which were used for comparison with the flower transcriptomic data generated in this study.

## Methods

*Arabidopsis thaliana* Col-0 wild-type accession and *ndx1-4* mutant (WiscDsLox344A04)^5^ plants were directly sown on soil and grown side-by-side at 21 °C on long day conditions (LD, 16 h light, 8 h dark photoperiod) until flowering stage. After five weeks, when the central flowering stem of plants reached approximately 20–25 cm and side branches were also present, inflorescence tissues were collected. Total RNA isolation was performed by the standard phenol-chloroform extraction method as described previously^8^. Briefly, approximately 30 mg plant material per sample was homogenized and resuspended in 600 μl of extraction buffer (0.1 M glycine-NaOH, pH 9.0, 100 mM NaCl, 10 mM EDTA, 2% SDS). The sample was mixed with an equal volume of phenol (pH 4.3, Sigma-Aldrich, P3803). The aqueous phase was treated with 600 μl of phenol-chloroform and chloroform, precipitated with ethanol. RNA samples were eluted in nuclease-free water and used in subsequent steps. To remove genomic contaminations, Dnase I treatments were performed based on manufacturer’s instructions (Ambion AM2222, www.thermofisher.com); RNA quality was assessed by testing RNA degradation based on agarose gel electrophoresis and presence of contaminants by Nanodrop spectrophotometer measurements (260/230 and 260/280 ratios). RNA quality was further assayed by capillary electrophoresis (Agilent 2100).

For RNA-seq, cDNA libraries were prepared from two independent biological replicates according to Illumina’s TruSeq RNA Library Preparation Kit v2 protocol. Equal amounts of total RNA extracts from 5 inflorescence tissues of different plants were pooled (to create one pool) for each biological replicate (see Tables 1, 2 for description of samples). The mRNA-seq libraries were sequenced using an Illumina NextSeq 500 instrument with 1 × 75 bp reads, generating 17.3–22.4 million reads per sample (Fig. 2a). Raw sequence data quality was assessed using FastQC and summarized reports were generated with MultiQC^9^. Duplication detection indicated >50% of reads as unique (Fig. 2b). Mean Phred quality scores for each read position in each mRNA sample were higher than 28 (indicative of ‘very good quality’) (Fig. 2c). Per sequence mean Phred quality scores were higher than 28 (indicative of ‘very good quality’) for at least 95% of reads in each mRNA sample (Fig. 2d).

**Table 1:** List of NGS experiments, result tables and identifiers of inflorescence samples used in the current study.

Data description	Tissue	Sample description	SRA/GEO reference	Data collection/Analytical step/Figure
mRNA-seq (fastq)	flower	Col-0 wt, rep1	SRX19147910	mRNA sequencing, 75 bp single-end reads; Fig. 2
		Col-0 wt, rep2	SRX19147911	
		ndx1-4 mt, rep1	SRX19147912	
		ndx1-4 mt, rep2	SRX19147913	
mRNA coverage (bigwig)	flower	Col-0 wt, rep1	GSM6965098	HISAT2: alignment to TAIR10 reference; deepTools: RPKM normalized read coverage; JBrowse
		Col-0 wt, rep2	GSM6965099	
		ndx1-4 mt, rep1	GSM6965100	
		ndx1-4 mt, rep2	GSM6965101	
differentially expressed genes (tsv)	flower	ndx1-4 vs Col-0	GSE223589	Salmon: quantification with GC bias correction; DESeq2: differential gene expression analysis, adjusted p-value < 0.01; data: counts, FPKM, log2FC, p-value (adjusted); Fig. 3
differentially expressed transposable elements (tsv)	flower	ndx1-4 vs Col-0	GSE223589	Salmon: quantification with GC bias correction, keeping duplicates; DESeq2: differential transposable element expres- sion analysis, adjusted p-value < 0.05; data: counts, FPKM, log2FC, p-value (adjusted)
sRNA-seq (fastq)	flower	Col-0 wt, rep1	SRX19147839	sRNA sequencing, 50 bp single-end reads; Figure 6
		Col-0 wt, rep2	SRX19147840	
		Col-0 wt, rep3	SRX19147841	
		ndx1-4 mt, rep1	SRX19147842	
		ndx1-4 mt, rep2	SRX19147843	
		ndx1-4 mt, rep3	SRX19147844	
sRNA coverage (bigwig)	flower	Col-0 wt, rep1	GSM6965102	bowtie2: alignment to TAIR10 reference; deepTools: RPKM normalized read coverage; JBrowse
		Col-0 wt, rep2	GSM6965103	
		Col-0 wt, rep3	GSM6965104	
		ndx1-4 mt, rep1	GSM6965105	
		ndx1-4 mt, rep2	GSM6965106	
		ndx1-4 mt, rep3	GSM6965107	
differentially expressed sRNAs (tsv)	flower	ndx1-4 vs Col-0	GSE223590	DESeq2: differential sRNA expression analysis, adjusted p-value < 0.05; data: counts, log2FC, p-value (adjusted); Fig. 7 (cutoff: abs(FC) > 1.5)

**Table 2:** List of NGS experiments, result tables and identifiers of seedling samples used in the current study.

Data description	Tissue	Sample description	SRA/GEO reference	Data collection/Analytical step/Figure
mRNA-seq (fastq)	seedling	Col-0 wt, rep1	SRX16109944	mRNA sequencing, 50 bp single-end reads
		Col-0 wt, rep2	SRX16109945	
		ndx1-4 mt, rep1	SRX16109946	
		ndx1-4 mt, rep2	SRX16109947	
mRNA coverage (bigwig)	seedling	Col-0 wt, rep1	GSM6320929	HISAT2: alignment to TAIR10 reference; deepTools: RPKM normalized read coverage
		Col-0 wt, rep2	GSM6320930	
		ndx1-4 mt, rep1	GSM6320931	
		ndx1-4 mt, rep2	GSM6320932	
differentially expressed genes (tsv)	seedling	ndx1-4 vs Col-0	GSE207842	Salmon: quantification with GC bias correction; DESeq2: differential gene expression analysis, adjusted p-value < 0.01; data: counts, FPKM, log2FC, p-value (adjusted)
differentially expressed genes (tsv)	flower/seedling	Col-0 flower vs Col-0 seedling	GSE223589	Salmon: quantification with GC bias correction; DESeq2: differential gene expression analysis, adjusted p-value < 0.01; data: counts, FPKM, log2FC, p-value (adjusted); Fig. 4
differentially expressed genes (tsv)	flower/seedling	ndx1-4 flower vs ndx1-4 seedling	GSE223589	Salmon: quantification with GC bias correction; DESeq2: differential gene expression analysis, adjusted p-value < 0.01; data: counts, FPKM, log2FC, p-value (adjusted); Fig. 5
differentially expressed transposable elements (tsv)	seedling	ndx1-4 vs Col-0	GSE207842	Salmon: quantification with GC bias correction, keeping duplicates; DESeq2: differential transposable element expres- sion analysis, adjusted p-value < 0.05; data: counts, FPKM, log2FC, p-value (adjusted)
sRNA-seq (fastq)	seedli g	Col-0 wt, rep1	SRX15045416	sRNA sequencing, 50 bp single-end reads
		Col-0 wt, rep2	SRX15045417	
		Col-0 wt, rep3	SRX15045418	
		ndx1-4 mt, rep1	SRX15045419	
		ndx1-4 mt, rep2	SRX15045420	
		ndx1-4 mt, rep3	SRX15045421	
differentially expressed sRNAs (tsv)	seedling	ndx1-4 vs Col-0	GSE201840	DESeq2: differential sRNA expression analysis, adjusted p-value < 0.05; data: counts, log2FC, p-value (adjusted)

**Fig. 2:**
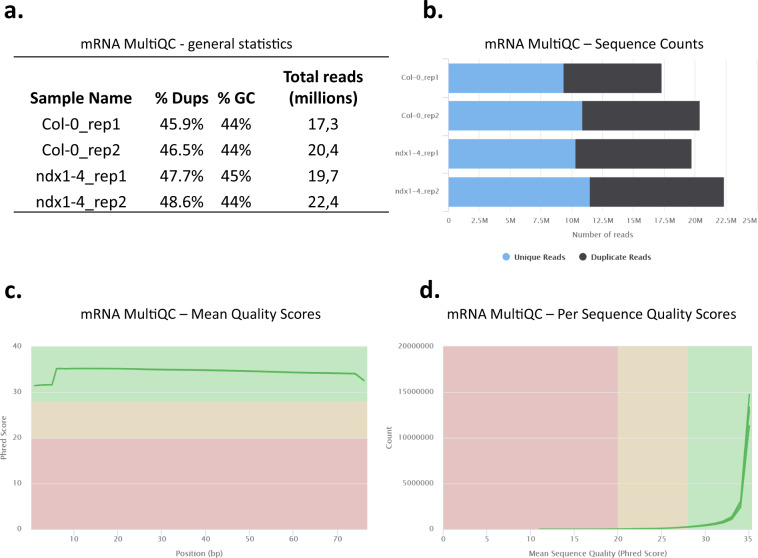
MultiQC analysis of mRNA-seq data from flowers. (**a**) General NGS statistics of mRNA-seq samples. (**b**) Sequence Counts plot showing the total number of reads, classified as unique and duplicate. Duplication detection requires an exact sequence match over the whole length of the sequence. Any reads over 75 bp in length were truncated to 50 bp for this analysis. More about duplicate calculation: https://multiqc.info/. (**c**) Mean quality scores. The higher the score, the better the base call. Background color of the graph divides the y axis into very good quality calls (green zone), calls of reasonable quality (orange zone), and calls of poor quality (red zone). (**d**) Per sequence quality scores. The graph shows if a subset of sequences have universally low-quality values. Background color: of the graph very good quality calls (green), calls of reasonable quality (orange), and calls of poor quality (red).

Next, Salmon^10^ was used to map mRNA-seq reads and get transcript quantities for protein coding genes, noncoding genes and transposable elements. Reads were mapped to the *Arabidopsis thaliana* reference transcriptome (Araport11, coding and noncoding genes) to quantify gene expression levels as well as to transposable elements (Araport11) to quantify transposable element expression (see Table 3 for detailed description of *Arabidopsis thaliana* reference data used in the analyses). Transcript quantities of protein coding genes, noncoding genes, and transposable elements were corrected for potential fragment level GC bias using ‘salmon quant–gcBias’ that was shown to reduce isoform quantification errors^10,11^. Duplicate reads were filtered out from alignment to protein coding and noncoding genes (default behaviour of ‘salmon quant’) while duplicates were kept for transposable element alignments (‘salmon quant’ was used with ‘–keepDuplicates’ option set).

**Table 3:** List of *Arabidopsis thaliana* reference data used in this study.

Data description	ID/version
Reference sequence	TAIR10
Sequences of protein coding genes	Araport11, version 201606
Sequences of noncoding genes	Araport11, version 201606
Annotation (genes and transposons)	Araport11, version 201606
small RNA loci database	PRJEB22276
small RNA loci additional material	GitHub - seb-mueller/Arabidopsis_smallRNA_loci

DESeq2 was employed to identify differentially expressed genes (DEGs) and transposable elements (ndx1-4 versus Col-0 wild type)^12^. The significance level was established based on the adjusted p-values with independent hypothesis weighting^13^, where p(adjusted) <0.01 was used to define DEGs and p(adjusted) <0.05 for differentially expressed transposable elements. For the purpose of data visualization, RNA-seq reads were aligned to the TAIR10 reference genome using HISAT2^14^, which allowed for reporting spliced alignments. To create RPKM (Reads Per Kilobase per Million) normalized coverage files, we utilized deepTools bamCoverage^15^.

Expression changes of 31987 protein coding and noncoding genes and 34856 transposable elements were analysed. DEGs were visualized by hierarchical clustering in three different relations: (1) in inflorescence, we identified 269 (0.84%) up- and 145 (0.45%) downregulated genes in the *ndx1-4* mutant vs. Col-0 control samples (Fig. 3a). Representative genes are shown in Fig. 3b–d. (2) The transcriptomes of inflorescence and seedlings^6,16^ were compared in Col-0 (control) samples (Fig. 4a), identifying 5555 (17.37%) up- and 5618 (17.56%) downregulated genes in flowers relative to seedlings. Representative genes are shown in Fig. 4b–d. 3) The transcriptomes of inflorescence and seedlings^6,16^ were compared in *ndx1-4* mutant samples (Fig. 5a), identifying 5405 (16.9%) up- and 5645 (17.65%) downregulated genes in flowers vs. seedlings. In addition, 200 DEGs identified at the flowering stage between *ndx1-4* and Col-0 overlapped with DEGs identified in seedlings. Representative genes are shown in Fig. 5b–d. Collectively, the above analysis identified a great number of *ndx1-4*-specific and development-specific changes in gene expression profiles.

**Fig. 3:**
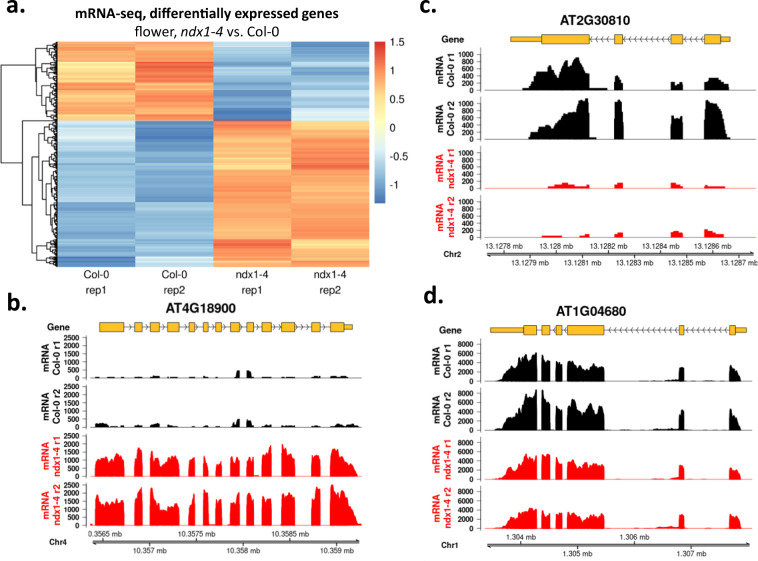
Differentially expressed genes in Col-0 and *ndx1-4* mutant *Arabidopsis* inflorescence. (**a**) Hierarchical clustering of log_2_ fold change values (*ndx1-4* vs. Col-0) calculated by DESeq2 analysis. Orange shows upregulated genes, blue shows downregulated genes. Two independent biological replicates are shown. (**b**) Representative screenshots of upregulated genes in *ndx1-4* flowers. (**c**) Representative screenshots of downregulated genes in *ndx1-4* flowers. (**d**) Representative screenshots of genes showing no differential expression in *ndx1-4* flowers.

**Fig. 4:**
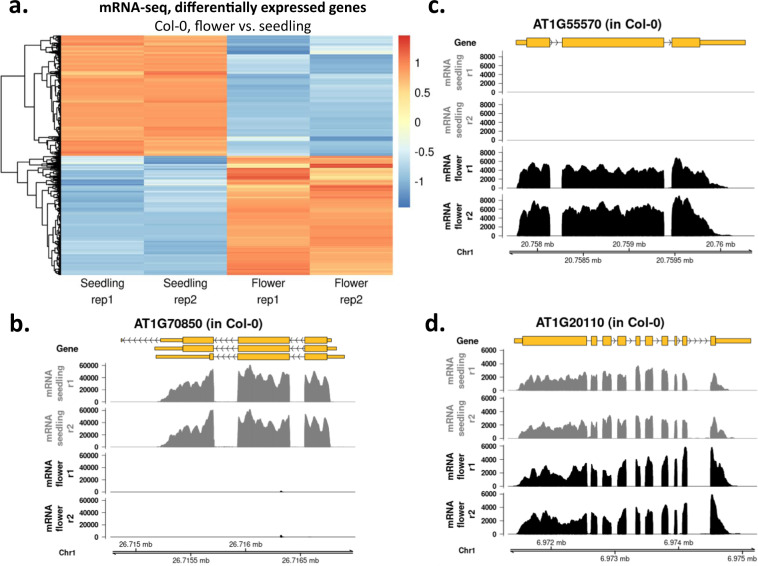
Differentially expressed genes in Col-0 seedlings and flowers. (**a**) Hierarchical clustering of log_2_ fold change values (seedling, Col-0 vs. flower, Col-0) calculated by DESeq2 analysis. Orange shows upregulated genes, blue shows downregulated genes. Two independent biological replicates are shown. (**b**) Representative screenshots of downregulated genes in flowers. (**c**) Representative screenshots of upregulated genes in flowers. (**d**) Representative gene showing no differential expression in Col-0 seedlings and flowers.

**Fig. 5:**
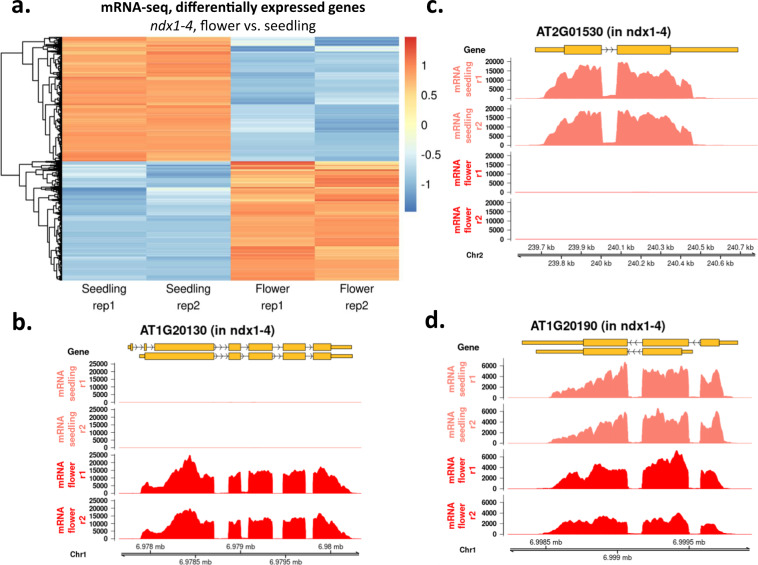
Differentially expressed genes in *ndx1-4* mutant seedlings and flowers. (**a**) Hierarchical clustering of log_2_ fold change values (seedling, *ndx1-4* vs. flower, *ndx1-4*) calculated by DESeq2 analysis. Orange shows upregulated genes, blue shows downregulated genes. Two independent biological replicates are shown. (**b**) Representative screenshots of downregulated genes in *ndx1-4* flowers. (**c**) Representative screenshots of upregulated genes in *ndx1-4* flowers. (**d**) Representative gene showing no differential expression in *ndx1-4* seedlings and flowers.

Differential expression of 34856 transposable elements were analysed in inflorescence samples. Only a small number of transposable elements were differentially expressed: we identified 33 (0.09%) upregulated and 12 (0.03%) downregulated transposable elements in the *ndx1-4* mutant vs. Col-0 control samples.

Comparing DEGs with TEs, 42 upregulated and 19 downregulated DEGs overlap with transposable elements, 7 upregulated and 3 downregulated DEGs overlap with differentially expressed transposable elements.

Description and accessibility of the generated datasets can be found in Tables 1, 2.

For the analysis of the noncoding transcriptome, sRNA libraries were prepared from 3-3 biological replicates according to Illumina’s NEBNext® Multiplex sRNA Library Prep protocol. For sRNA library preparations, equal amounts of total RNA extracts from 5 flowering tissues were pooled (to create one pool) for each biological replicate (see Tables 1, 2 for description of samples). Total RNA extraction was done as described above for mRNA-seq. The same total RNA prep was used for sRNA and mRNA sequencing. The sRNA-seq libraries were sequenced using an Illumina NextSeq500 instrument with 1 × 50 bp reads, generating 13.5–17.5 million reads per sample (Fig. 6a). Raw sequence data quality was assessed using FastQC and summarized reports were generated with MultiQC^9^. Duplication detection indicated 5–6 million unique reads per sample (Fig. 6b). Mean Phred quality scores for each read position in each sRNA sample were higher than 28 (indicative of ‘very good quality’) (Fig. 6c). Per sequence mean Phred quality scores were higher than 28 (indicative of ‘very good quality’) for at least 95% of reads in each sRNA sample (Fig. 6d).

**Fig. 6:**
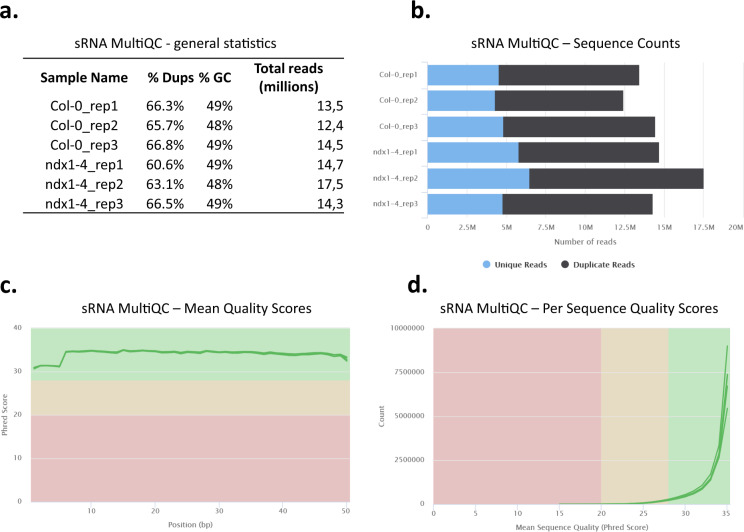
MultiQC analysis of sRNA-seq data from flowers. (**a**) General NGS statistics of sRNA-seq samples. (**b-d**) Same as in Fig. 2.

The sRNA-seq data underwent additional processing using the sRNAnalyzer pipeline^17^. The Illumina adapters were initially removed by Cutadapt^18^, and the reads were then size-selected to range between 19–25 nt. These size-selected reads were subsequently aligned to a published comprehensive sRNA locus database^19^ (public data: www.ebi.ac.uk/ena/browser/view/PRJEB22276, additional material: https://github.com/seb-mueller/Arabidopsis_smallRNA_loci) using sRNAnalyzer. To determine differential expression of sRNA loci between Col-0 and ndx1-4 samples, DESeq2 was employed (p(adjusted) <0.05), and the hits were further filtered by absolute fold change (abs(FC) >1.5). For data visualization, reads were aligned to the *Arabidopsis thaliana* reference sequence (TAIR10) with bowtie2^20^. Finally, we utilized deepTools bamCoverage to generate RPKM (Reads per Kilobase per Million) normalized coverage files. Differential expression of 16517 sRNA loci were analysed. Our analysis identified 642 (3.89%) up- and 991 (6%) downregulated sRNA loci in the *ndx1-4* mutant relative to Col-0 control samples. At absolute fold change (abs(FC) >1.5) cutoff, we identified 375 (2.27%) up- and 179 (1.08%) downregulated sRNA loci that were visualized by hierarchical clustering (Fig. 7a). Representative sRNA loci are shown in Fig. 7b. Description and accessibility of the generated datasets can be found in Tables 1, 2.

**Fig. 7:**
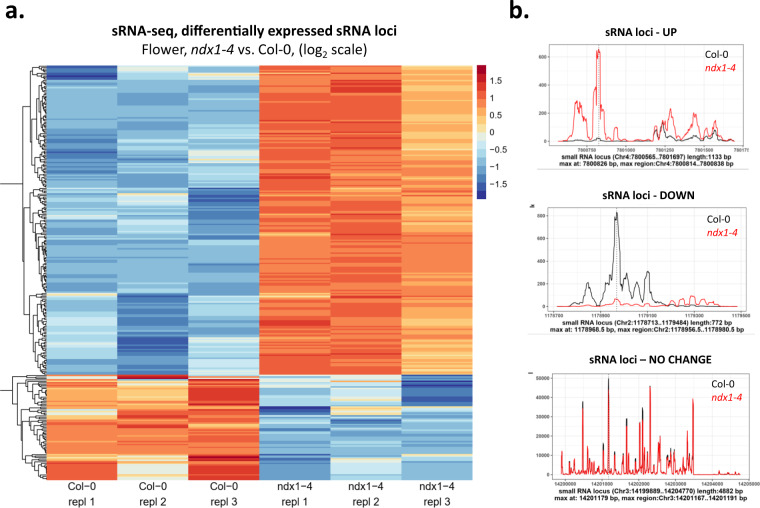
Differentially expressed sRNA loci in Col-0 and *ndx1-4* mutant *Arabidopsis* inflorescence. (**a**) Hierarchical clustering of log_2_ fold change values (flower, Col-0 vs. *ndx1-4*) calculated by DESeq2 analysis. Orange shows upregulated sRNA loci, blue shows downregulated sRNA loci. Three independent biological replicates are shown. (**b**) Representative screenshots of upregulated, downregulated sRNA loci in *ndx1-4* flowers. An sRNA locus with no transcriptional change is also shown (bottom panel).

## Data Records

The mRNA-seq and sRNA-seq datasets generated from *Arabidopsis* inflorescence tissues were deposited in Gene Expression Omnibus (GEO) under the accession number GSE223591^21^.

Genome browser (JBrowse) tracks containing relevant transcriptomic data are available at:

https://geneart.med.unideb.hu/pub/2023_ndx (login: ndx; password: athal23)

The mRNA and sRNA datasets generated from *Arabidopsis* seedlings can be accessed at GEO under the accession number GSE201841^16^ and in Supplementary Data 1–16 accompanying the related paper^6^.

Tables 1, 2 summarizes all transcriptomic experiments, NGS data, result tables, and identifiers to access relevant datasets. Table 3 lists all reference data used for analyses.

## Technical Validation

The genotypes of Col-0 and *ndx1-4* mutant *Arabidopsis* lines were confirmed by PCR using different combinations of genotyping primers designed for the NDX locus and the T-DNA (WiscDsLox344A04) insertion site (Fig. 8). The integrity, purity, and yield of extracted total RNA were determined by agarose gel electrophoresis and nanodrop spectrophotometry (Fig. 9) as well as Agilent bioanalyzer measurements (resulting in RIN values >9). Lack of mRNA expression from the mutagenized *ndx1-4* locus was confirmed by RT-qPCR analysis (Fig. 10). RNA samples were extracted from the 10-day-old seedling and inflorescence tissues (Col-0 and *ndx1-4* genotypes). To remove genomic contaminations, Dnase I treatments were performed based on manufacturer’s instructions (Ambion AM2222, www.thermofisher.com). These RNA samples were reverse transcribed with random hexamers using SuperScript IV reverse transcriptase (Thermo Fisher Scientific) as previously described^8^. For qPCR, we employed the ΔΔCt method and internal primers for normalization between samples. Primer sequences used for qPCR were as follows: NDX F AGCTGTAAAGTCAACTAACTGAGA; NDX R TCTAGATCCCATCTAACAAGAAACA; GAPDH1 F AGGAGCAAGGCAGTTAGTGGT; GAPDH1 R AGATGCGCCCATGTTCGTT. Real-time qPCR was subsequently conducted with a LightCycler 480 SYBR Green I Master mix (Roche) utilizing a QuantStudio 12 K Flex Real-Time PCR System (Thermo Fisher Scientific). NDX mRNA expression levels were normalized to GAPDH1 gene expression.

**Fig. 8:**
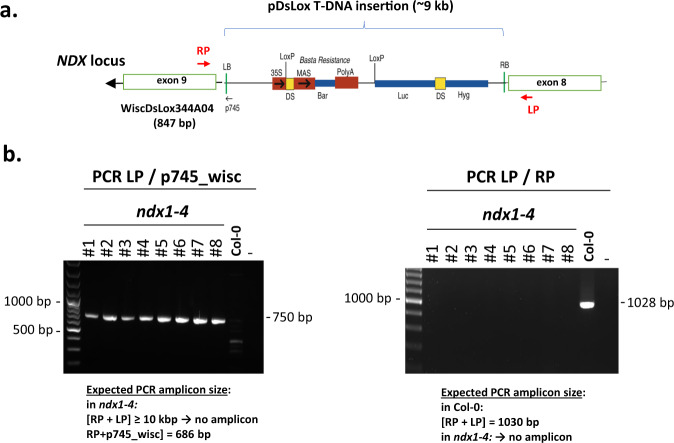
Genotyping of the *ndx1-4* mutant plant line (Col-0 background). (**a**) Schematic representation of T-DNA insertion into the NDX locus along with the genotyping PCR primers ndx1-4_gLP AAAGCTCGTGTTGGCTAAGTG; ndx1-4_gRP AGGTTTCTGCAAACACCAGTG; WISC-TDNA AACGTCCGCAATGTGTTATTAAGTTGTC. Expected sizes of PCR amplicons in Col-0 and *ndx1-4* mutant backgrounds are shown below. (**b**) Representative genotyping PCR in *ndx1-4* mutant and Col-0 plant lines. (−): no template control.

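The NDX locus (AT4G03090) lies on chromosome 4 of the TAIR10.1 assembly from 1366053 to 1371557, on the minus strand, and spans 5505 bp. The annotation gives it 5 transcripts with 14 to 16 exons each, and exon numbers here count from the 5′ end of each transcript. The primer ndx1-4_gLP (AAAGCTCGTGTTGGCTAAGTG) matched the assembly exactly at 1 position, from 1369188 to 1369208 on the minus strand, in the intron between exons 7 and 8 of transcripts 1, 2, 3 and 5 and between exons 8 and 9 of transcript 4. The primer ndx1-4_gRP (AGGTTTCTGCAAACACCAGTG) also matched exactly at 1 position, from 1368180 to 1368200 on the plus strand, in exon 10 of transcripts 1, 2, 3 and 5 and in exon 11 of transcript 4. Together the primers bound an amplicon of 1029 bp in the reference sequence, which is that of Col-0 without the insertion. It holds 578 bp of exon sequence from 3 exons in each of the 5 transcripts, and its GC content is 38.5%. The third primer, WISC-TDNA (AACGTCCGCAATGTGTTATTAAGTTGTC), had 0 exact matches in the assembly. A related study is labelled as chromatin immunoprecipitation and sequencing (ChIP-seq) of tagged NDX in 10-day-old seedlings of the ndx1-1(FRI) flc-2 background, with antibodies against FLAG and GFP, although its extraction protocol describes steps with the S9.6 antibody against DNA-RNA hybrids. From it the authors deposited 1 list of peaks for FLAG-NDX and 1 for NDX-GFP. The FLAG-NDX list had 0 peaks in the NDX gene, and its nearest peak, from 1328131 to 1328235 with an authors' score of 100, lay 37818 bp below the gene's lower coordinate. The NDX-GFP list also had 0 peaks in the gene, and its nearest peak, from 1403896 to 1404045 with an authors' score of 92, lay 32339 bp above the gene's upper coordinate. The unit of the score is not stated, and with 1 list per tagged line these positions have no replicates. No distance expected under random placement was computed for comparison.

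**Figure D1:**
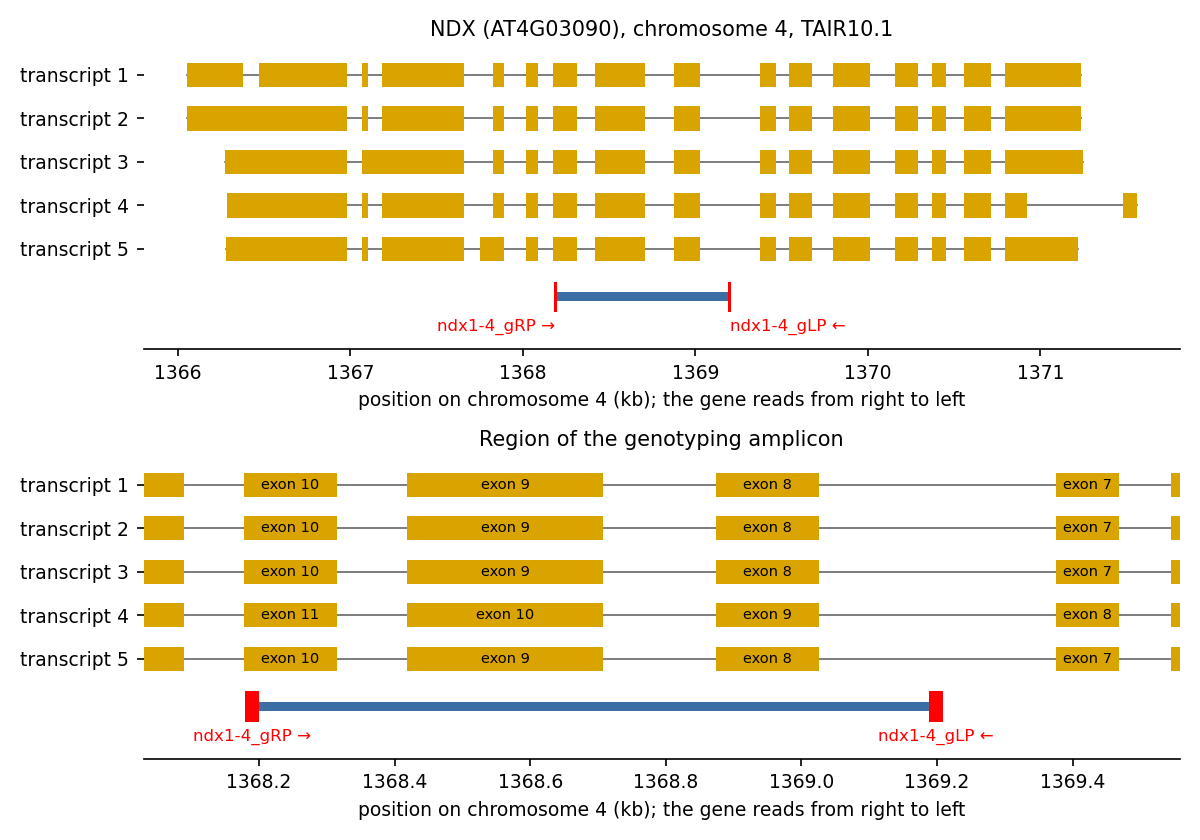
Map of the NDX locus, drawn to scale from the annotation, with position on chromosome 4 in kb on the x axis. Boxes are exons of the 5 transcripts, lines are introns, the blue bar is the 1029 bp amplicon and red marks are the genotyping primers; the lower map enlarges the amplicon, in which ndx1-4_gRP falls in an exon and ndx1-4_gLP in an intron.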

**Fig. 9:**
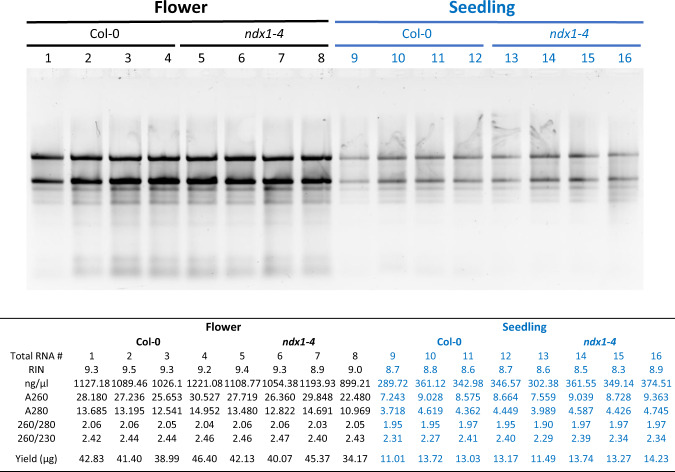
Total RNA isolated from Col-0 and *ndx1-4* mutant *Arabidopsis* seedlings and inflorescence samples. Upper panel: RNA integrity analysis performed by agarose gel electrophoresis. Dominant bands represent intact rRNAs. Lower panel: Purity and yield of total RNA samples measured by Nanodrop spectrophotometry and Agilent Bioanalyzer. OD 260/280 values > 1.8 and 260/230 values > 2.2 indicate the high purity of the samples. RIN: RNA integrity number.

**Fig. 10:**
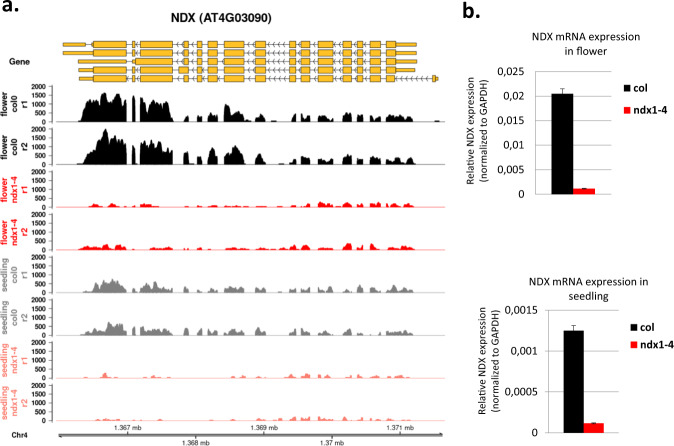
RT-qPCR validation of NDX mRNA expression in Col-0 and *ndx1-4* plants. (**a**) Genome browser screenshot showing mRNA-seq expression profiles over the NDX locus. Two independent biological replicates are shown. (**b**) RT-qPCR validation performed in Col-0 and *ndx1-4* flowers and seedlings. NDX mRNA expression levels were normalized to GAPDH1 expression, as described in the related paper^6^. NDX mRNA is barely detected in the *ndx1-4* mutant.

## Usage Notes

We have created a comprehensive database of coding and noncoding transcriptomes of *Arabidopsis* inflorescence and seedling tissues that can be used for downstream genomic analysis. The NGS tracks provided can be displayed directly in freely accessible genome browsers. The list of differentially expressed genes can be directly used for molecular pathway analysis, GO term analysis or gene set enrichment analysis. The identified differentially regulated sRNA loci can be integrated with histone modification, DNA methylation, and transcriptomic maps for in-depth epigenomic analysis. Altogether, the data source we generated in Col-0 and *ndx1-4* mutant plants is expected to lead us to a deeper understanding of the molecular function of NDX.

## Data Availability

No custom code was generated or applied for analysis of the genomic data presented. All software tools were referenced and used with default settings unless otherwise noted. Non-default parameters were as follows: FastQC (v0.11.9), multiqc (1.14): Quality check of mRNA-seq and sRNA-seq reads. Cutadapt (1.9.1): Adapter trimming of sRNA-seq reads (first pass parameters: -a AGATCGGAAGAGCACACGTCT -n 1 -e 0.2 -O 5 -m 1 --match-read-wildcards; second pass parameters: -g GTTCAGAGTTCTACAGTCCGACGATC -n 1 -e 0.125 -O 8 -m 1 --match-read-wildcards). After adapter trimming, reads were size-selected (using standard linux command line tools) to keep 18–25 nt reads. sRNAnalyzer pipeline: Alignment of sRNA reads (kit: NEB; min-length: 8; alignment type: multiple) to the A. thaliana sRNA locus database^19^. Salmon (1.7.0): Quantification of mRNA-seq reads has been performed with fragment GC bias correction (--gcBias). Duplicate reads were filtered out (default behaviour) for protein coding and noncoding genes. Duplicate reads were kept for transposable elements (--keepDuplicates). DESeq2 (1.24.0): Adjusted p-value < 0.05 for differential gene expression analysis, adjusted p-value < 0.05 for differential transposable element expression analysis, adjusted p-value < 0.05 for differential sRNA expression analysis. HISAT2 (2.1.0): mRNA-seq data alignment (reference: TAIR10) for visualization. bowtie2 (2.3.5): sRNA-seq data alignment (reference: TAIR10) for visualization. deepTools (3.3.0) bamCoverage: RPKM normalized coverage files of mRNA-seq (--binSize 1 --normalizeUsing RPKM) and sRNA-seq (-bs 15–smoothLength 45 --normalizeUsing RPKM) data for visualization in JBrowse.

How the deposited data were processed for this re-analysis (not part of the article)

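The deposited files analysed here come from ChIP-seq of NDX, an experiment of a related study that the article does not report. The labels describe immunoprecipitation of tagged NDX, with antibodies against the FLAG and GFP tags, from 10-day-old *Arabidopsis* seedlings in which FLAG-NDX or NDX-GFP is carried in the ndx1-1(FRI) flc-2 background. The extraction protocol in the same labels instead describes removal of protein and an immunoprecipitation with S9.6, an antibody against DNA-RNA hybrids. The lists of peaks alone do not settle which procedure gave them, and they are named here by the tag and antibody in the labels. The samples are 2 FLAG-NDX immunoprecipitations, 1 FLAG-NDX input and 2 NDX-GFP immunoprecipitations, 5 in all. No sequencing data of the mRNA-seq and sRNA-seq experiments in the article were used here, so the article's expression results are not recomputed, and the only passage added to the article concerns the position of the NDX locus, its genotyping primers and the ChIP-seq peaks nearest to it.

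For each tagged line the authors deposited 1 list of peaks, with the chromosome, start, end, name and score of each peak on the TAIR10 genome. How the 2 immunoprecipitations of a line were combined, which program called the peaks and what unit the deposited score has are stated neither in the article nor with the samples. The FLAG-NDX list holds 2243 peaks and the NDX-GFP list 583. The lists give no read counts, so the depth of each sample is unknown and no interval that needs it was computed. Peak coordinates fall on a grid of 15 bp in both lists. The median width was 135 bp and the smallest 105 bp. The lowest score was 82 in both lists.

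The lists were read against the TAIR10.1 sequence and its RefSeq annotation. As a check of the assembly, 0 peaks reached beyond the ends of its 5 nuclear chromosomes. The pericentromeric zone of each chromosome was taken as 2.5 Mb on either side of the middle of the 1 Mb window with the lowest coverage by protein-coding genes, searched in steps of 100 kb, and covers 21.0% of the nuclear genome. Peak midpoints were assigned to the first matching class in the order protein-coding gene, pseudogene, other gene, promoter (1000 bp upstream of a protein-coding gene) and intergenic sequence. The distance to a gene start or end was 500 bp. A FLAG-NDX peak was counted as shared when it overlapped an NDX-GFP peak by at least 1 bp.

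Each share or overlap was compared with random placement. Every peak was moved, with its width, to a random position on the same chromosome outside runs of unknown bases, 10000 times, or 1000 times for GC content and for matched placements. For the overlap, the FLAG-NDX peaks were moved and the NDX-GFP peaks kept. Two-sided p-values of this random-placement permutation test are given with a smallest attainable value of 0.0002 for 10000 placements and 0.002 for 1000, and they treat peaks as independent. They are not adjusted for the number of comparisons. Repeated sequence was measured as the share of a peak's 31-mers, on either strand, that occur more than once in the nuclear and organelle sequences. These make up 8.91% of the nuclear genome. For GC-matched placement, the GC content of the new position was within 2 percentage points of the peak's, widened by as much after every 300 unsuccessful draws. Placement matched for repeat content kept only the broad class of each peak: none, a minority or a majority of its 31-mers repeated. Within a class the repeat content of the new position could differ from the peak's.

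The tests were tried on simulated data, with 200 placements for each of 40 pairs of lists with 500 peaks each. Among lists placed at random, 1 of 40 had a pericentromeric p-value under 0.05 and 0 of 40 an overlap p-value under 0.05. These lists were drawn by the same random placement that the test uses, so they check the procedure and not its behaviour with clustered peaks. Few overlaps arise by chance between lists of 500 peaks, so 0 of 40 says little about the overlap test. With 10% of the peaks moved into the zone, 40 of 40 lists were called. With 25 peaks placed on peaks of the other list, 40 of 40 were called, and the mean excess recovered was 25.1 peaks.

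The results, the alternatives and the rule for naming loci were set before the data were examined, apart from 4 alternatives marked as added. The rule names the genes and loci of the article's text and figure panels, listed beforehand as 15 (NDX, FLC, GAPDH1, the genes of Figs. 3 to 5 and the sRNA loci of Fig. 7b), and the 5 overlapping pairs with the highest FLAG-NDX score. That list left out RING1A, RING1B and VAL1, which the introduction names as interaction partners of NDX. These 3 genes were added after the data were examined and are counted apart. The antisense transcripts COOLAIR were not treated as a locus of their own beside FLC. Alternatives changed the zone's half-width (1.5 and 4 Mb), the placement (anywhere in the nuclear genome, within the same zone, or as a circular shift), the overlap criterion (at least 50% of both peaks, or midpoints within 1 kb), the promoter length (500 bp), the distance to gene starts and ends (200 bp and 1 kb) and the peaks used (those at or above the median score). Primer sequences were searched for exact matches on both strands. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9 were used. The input of FLAG-NDX has no list of its own and was not used here.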

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

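Each result in this part is a signal in data that the paper did not analyse, the ChIP-seq peaks of FLAG-NDX and NDX-GFP in 10-day-old seedlings, above the level given by random placement. The labels name antibodies against FLAG and GFP but give an extraction protocol for DNA-RNA hybrids with the S9.6 antibody, so what the peaks measure rests on the labels' antibodies. The tests with GC-matched placement, placement within a zone and peaks without repeated 31-mers were chosen before the results were seen, and the placements matched for repeat content were chosen after.

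Of the 2243 FLAG-NDX peaks, 1181 (52.7%) had their midpoint in the pericentromeric zones, against 20.7% with random placement (random-placement permutation test, two-sided p = 0.0002, the smallest it can give). Of the 583 NDX-GFP peaks, 377 (64.7%) did, against 21.1% (p = 0.0002 from the same permutation test, again the smallest). The share of FLAG-NDX peaks in the zone ranged from 41.5% on chromosome 5 to 62.3% on chromosome 4, and that of NDX-GFP peaks from 56.4% on chromosome 5 to 76.1% on chromosome 4. The zone covers 18.5% of chromosome 5 and 26.9% of chromosome 4, so this range partly follows the size of the zone. On chromosome 1, where the zone covers the smallest part at 16.4%, the shares were 55.7% for FLAG-NDX and 67.8% for NDX-GFP.

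A difference in GC content is argued against as the whole source of this excess, since GC-matched placement put 19.8% of FLAG-NDX peaks in the zone, which leaves the observed share 2.66 times as high, and 20.3% of NDX-GFP peaks, a ratio of 3.19. Repeated sequence and the zone are associated, so their parts in the excess were not separated. Only 50.7% of FLAG-NDX peaks and 38.1% of NDX-GFP peaks were free of repeated 31-mers, against 79.1% and 79.4% with random placement. With placement in sequence of the same broad class of repeat content, the expected share in the zone rose to 33.9% for FLAG-NDX and 39.9% for NDX-GFP. The observed shares were still 1.55 and 1.62 times as high, although repeat content was matched only by class. Since binding in a repeat-rich zone would itself raise the repeat content of peaks, this placement does not give the share of the excess that repeats account for. As the whole source, repeated sequence is argued against by the 1137 FLAG-NDX peaks without repeated 31-mers, of which 30.8% lay in the zone against 12.2% for placement in such sequence, a ratio of 2.52, and by the 222 such NDX-GFP peaks, with 41.9% against 12.3%, a ratio of 3.40. Repeats that have diverged, or copies missing from the assembly, escape a test on exact 31-mers and stay open, as do the unknown peak-calling settings and regions that precipitate without the tag, since an untagged control was not used here. The tagged lines carry the ndx1-1(FRI) flc-2 background and so differ from the Col-0 reference, and the effect of that difference on the peaks was not tested. NDX binding to pericentromeric chromatin, to which the paper's introduction links NDX on the basis of the related study, is therefore 1 hypothesis among several. The lists of peaks, all from seedlings of 1 age and with none for the input, hold no contrast that tests this binding.

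Of the FLAG-NDX peaks, 256 (11.4%) overlapped 256 NDX-GFP peaks (43.9% of that list), against 3.25 with random placement (permutation test, two-sided p = 0.0002, the smallest it can give). Among the overlapping pairs, 68.4% lay in the pericentromeric zones. A shared chromosomal zone was argued against as the whole source by placement within the same zone, which gave 6.55 overlaps, so that the observed number was 39.1 times as high. GC content was argued against by GC-matched placement, with 5.16 overlaps and a ratio of 49.6. Repeated sequence was argued against by the peaks without repeated 31-mers in both lists. Of these FLAG-NDX peaks, 82 overlapped any of the 222 such NDX-GFP peaks, against 0.702 for placement in such sequence, a ratio of 117. Placement matched for both repeat content and zone gave 8.54 overlaps, a ratio of 30.0. FLAG-NDX peaks in a pair were less often free of repeated 31-mers (32.8%) than the others (53.0%), a difference that was not tested. Regions that any immunoprecipitation recovers, which would be shared by both tagged lines, stay open because no input or untagged sample has a list of peaks. DNA-RNA hybrids present in both tagged lines stay open too, as the extraction protocol in the labels describes their recovery. Binding of NDX at these sites is a further explanation that these lists alone could not separate from them.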

How the results depend on the processing

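No paired analysis was possible because each tagged line has a single list of peaks, which also rules out leaving out a replicate. Ratios below are observed over expected under random placement.

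Of 86 recomputed results, 78 kept their direction and their side of 0.05 or, for counts without a test, stayed within 1.5 times. Those 78 include the shares in protein-coding genes, pseudogenes and other genes with the 500 bp promoter. Promoters are assigned after these classes, so that setting could not change them. With the alternatives set beforehand, the pericentromeric ratio ranged from 2.01 (half-width 4 Mb) to 3.26 (half-width 1.5 Mb) for FLAG-NDX, where the reported ratio is 2.54, and from 2.27 to 3.75 under the same settings for NDX-GFP, where it is 3.07. It was lowest, at 1.55 for FLAG-NDX and 1.62 for NDX-GFP, with placement in sequence of the same repeat content, which was chosen after seeing the data. Also chosen after seeing the data were 100 kb windows with under 30% protein-coding coverage as the zone, with ratios of 2.89 and 3.51, and as many FLAG-NDX peaks as NDX-GFP peaks, taken by score, with a FLAG-NDX ratio of 2.76. The overlap ratio of 78.7 ranged from 16.7 with midpoints within 1 kb, where 357 peaks counted as shared, to 160 with a reciprocal overlap of at least 50%, where 199 did. Both placements matched for repeat content fell within that range, at 38.3 and, with the zone matched too, 30.0.

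The other 8 changed. With placement within the same zone, the NDX-GFP share in promoters, at a ratio of 0.633, was weaker at 0.875 (permutation test, p = 0.35). The FLAG-NDX share in other genes, at a ratio of 0.983, reversed to 1.07 under that placement (permutation test, p = 0.78). Neither of these other-gene ratios was past the threshold. With placement in the same zone and repeat content, chosen after seeing the data, the share in pseudogenes reversed to 0.981 for FLAG-NDX, from 2.26, and was weaker at 1.04 for NDX-GFP, from 2.92. The same placement gave ratios of 1.10 for FLAG-NDX midpoints in other genes, 1.00 for NDX-GFP midpoints in promoters and 0.774 for NDX-GFP midpoints at gene ends, from 0.446, and none of these 5 ratios was past the threshold. Among the 15 loci listed beforehand, the number with a FLAG-NDX peak was 1 within 1 kb and 0 when the peak had to overlap the locus. The cause was not tested beyond the construction of each alternative. The unknown depth of the samples limits what the absence of a peak at a locus can show.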

Differences from the paper's values

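Fig. 8a, a schematic by its caption, draws both genotyping primers at the exons that flank the T-DNA insertion directly. Its Col-0 amplicon length of about 1000 bp is close to the 1029 bp found in the assembly. In the annotation, 2 whole exons lie between the primers: ndx1-4_gLP matched the intron between exons 7 and 8 and ndx1-4_gRP exon 10 of transcripts 1, 2, 3 and 5, and in transcript 4 they matched the intron between exons 8 and 9 and exon 11.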

Other observations

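No biological explanation was tested for the values in this part, since the lists of peaks come only from immunoprecipitations of 10-day-old seedlings. The placements matched for repeat content, with or without the zone, were chosen after the results were seen. Peaks were assigned by their midpoints. In protein-coding genes lay 625 FLAG-NDX midpoints (27.9%, against 54.3% with random placement) and 103 NDX-GFP midpoints (17.7% against 54.0%). In pseudogenes, a class in which this annotation also places members of retrotransposon families, lay 438 (19.5% against 8.63%) and 150 (25.7% against 8.80%). Intergenic sequence held 965 (43.0% against 22.5%) and 278 (47.7% against 22.6%). Each of these had p = 0.0002 in the random-placement permutation test, the smallest it can give. Promoters held 186 FLAG-NDX midpoints (8.29% against 13.3%, permutation test, p = 0.0002) and 49 NDX-GFP midpoints (8.40% against 13.3%, permutation test, p = 0.0004), and other genes held 29 (1.29% against 1.31%) and 3 (0.515% against 1.31%), with permutation test values of p = 1 and p = 0.11. Placement within the same zone raised the expected pseudogene share to 17.4% and 20.8% (permutation test, p = 0.0066 and p = 0.0034). Placement matched for zone and repeat content raised it to 19.9% and 24.8% (permutation test, p = 0.67 and p = 0.63). The excess in pseudogenes was not detectable once both were matched, but that placement does not give the part that repeats account for. Peaks free of repeated sequence were also placed in sequence free of it, without matching the zone. Their pseudogene shares were 14.2% against 4.06% for FLAG-NDX and 21.6% against 4.21% for NDX-GFP (permutation test, p = 0.002 for each). Repeated sequence as measured here is thus argued against as the whole source of the excess, with the zone left unmatched. Placement matched for zone and repeat content brought the expected shares of protein-coding genes, intergenic sequence and promoters closer to the observed ones. It gave 35.4% and 27.9% in protein-coding genes, ratios of 0.787 for FLAG-NDX and 0.634 for NDX-GFP in place of 0.513 and 0.327, and 33.7% and 37.8% in intergenic sequence, ratios of 1.28 and 1.26 in place of 1.91 and 2.11 (permutation test, p = 0.002 for each, the smallest 1000 placements can give). In promoters the ratios were 0.844 (permutation test, p = 0.01) and 1.00 (permutation test, p = 1) in place of 0.624 and 0.633.

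Gene starts and ends carried fewer peaks than random placement. Within 500 bp of the start of a protein-coding gene lay 9.54% of FLAG-NDX midpoints, against 21.5%, and 6.86% of NDX-GFP midpoints, also against 21.5%. Within 500 bp of a gene end lay 9.94% against 19.7% and 8.75% against 19.6%. Each of these had p = 0.0002 in the permutation test, the smallest it can give. With placement matched for zone and repeat content, the expected shares at gene starts were 14.7% and 12.0% (permutation test, p = 0.002, the smallest 1000 placements can give), and at gene ends 13.7% (permutation test, p = 0.002) and 11.3% (permutation test, p = 0.058). The mean GC content of peaks was 34.9% for FLAG-NDX and 34.5% for NDX-GFP, against 36.0% with random placement for each list (permutation test, p = 0.002, the smallest 1000 placements can give).

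Of the 15 genes and loci of the paper that were listed beforehand, 1 had a FLAG-NDX peak within 1 kb and 0 had an NDX-GFP peak. The peak, from 6997996 to 6998130 on chromosome 1 with a score of 187, lies 205 bp below the lower coordinate of AT1G20190. This gene is on the minus strand, so the peak is past its end, and the nearest NDX-GFP peak is 281942 bp away. FLC (AT5G10140), where the paper's introduction places NDX binding at an R-loop at the end of the gene, had its nearest FLAG-NDX peak 43092 bp away and its nearest NDX-GFP peak 215922 bp away. Both tagged lines are labelled as carrying the flc-2 allele, so these distances do not show whether NDX binds at an unaltered FLC gene. RING1A (AT5G44280), RING1B (AT1G03770) and VAL1 (AT2G30470), which the introduction also names and which were added after the data were examined, had 0 peaks within 1 kb in either list. No count or distance expected under random placement was computed for any of these loci, so these values show neither an excess nor a lack of peaks.

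The overlapping pair with the highest FLAG-NDX score (433, with 126.5 for NDX-GFP) lies on chromosome 5 from 673306 to 673500, in sequence with 0% repeated 31-mers, 657 bp from AT5G02900. The next 4 lie on chromosome 1. They start at 14660506 (score 379), 16349101 (score 256.5), 15475801 (score 235.5) and 8808361 (score 231), and 100%, 12.7%, 100% and 100% of their 31-mers are repeated. Across the 256 pairs, the scores of both lists had a Spearman correlation of 0.318. It describes peaks within a pair of lists, which are not independent replicates. FLAG-NDX peaks in a pair had a median score of 129.5, and the others 118. Outside the zones, the 100 kb window with the most FLAG-NDX peaks, singled out after its values were seen, is that from 14400001 to 14500000 on chromosome 5, with 15 peaks. In it, 99.9% of the 31-mers occur more than once in the nuclear and organelle sequences, copies within the window included. The zone of chromosome 5 ends at 14000000, so this window lies near its edge and falls inside the zone at a half-width of 4 Mb. For NDX-GFP the window with the most peaks outside the zones is another, from 11400001 to 11500000 on chromosome 3, with 4 peaks.

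The qPCR primers that the paper lists were also matched to the assembly. NDX F matched the plus strand of chromosome 4 exactly, from 1366297 to 1366320, in the last exon of each of the 5 transcripts. NDX R matched the minus strand exactly, from 1371588 to 1371612, outside every annotated transcript. It lies 31 bp beyond the annotated 5′ end of NDX, which is that of transcript 4. The other transcripts begin at positions from 1371215 to 1371244, further from the primer. The primers are 5316 bp apart, ends included, in the genome. The exon sequence from NDX F to each transcript's own 5′ end is from 2929 to 3252 bp across the 5 transcripts. Within 5 kb of the gene, the next best match of NDX R had 8 mismatches. The GAPDH1 primers matched chromosome 1 from 4609445 to 4609544, an amplicon of 100 bp, in AT1G13440. Which transcript or product the NDX primers amplify was not tested here.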
